# Differential network analysis of bovine muscle reveals changes in gene coexpression patterns in response to changes in maternal nutrition

**DOI:** 10.1186/s12864-020-07068-x

**Published:** 2020-10-02

**Authors:** Lihe Liu, Rocío Amorín, Philipe Moriel, Nicolás DiLorenzo, Phillip A. Lancaster, Francisco Peñagaricano

**Keywords:** Correlation network, Fetal programming, Maternal diet, Muscle transcriptome

## Abstract

**Background:**

Coexpression network analysis is a powerful tool to reveal transcriptional regulatory mechanisms, identify transcription factors, and discover gene functions. It can also be used to investigate changes in coexpression patterns in response to environmental insults or changes in experimental conditions. Maternal nutrition is considered a major intrauterine regulator of fetal developmental programming. The objective of this study was to investigate structural changes in gene coexpression networks in the muscle of bull beef calves gestated under diets with or without methionine supplementation. Both muscle transcriptome and methylome were evaluated using next generation sequencing.

**Results:**

Maternal methionine supplementation significantly perturbed coexpression patterns in the offspring’s muscle. Indeed, we found that neither the connection strength nor the connectivity pattern of six modules (subnetworks) detected in the control diet were preserved in the methionine-rich diet. Functional characterization revealed that some of the unpreserved modules are implicated in myogenesis, adipogenesis, fibrogenesis, canonical Wnt/β-catenin pathway, ribosome structure, rRNA binding and processing, mitochondrial activities, ATP synthesis and NAD(P) H oxidoreductases, among other functions. The bisulfite sequencing analysis showed that nearly 2% of all evaluated cytosines were differentially methylated between maternal diets. Interestingly, there were significant differences in the levels of gene body DNA methylation between preserved and unpreserved modules.

**Conclusions:**

Overall, our findings provide evidence that maternal nutrition can significantly alter gene coexpression patterns in the offspring, and some of these perturbations are mediated by changes in DNA methylation.

## Background

Transcriptome analysis is an essential tool to uncover the molecular basis of phenotypic variation. The advent of RNA sequencing has dramatically improved the characterization and quantification of transcriptomes [1]. The most common use of RNA sequencing is the identification of differentially expressed genes, that is, genes that show differences in expression between conditions. However, genes and gene products do not usually work in isolation, but they are connected in complex networks. There is increasing interest in moving beyond differential expression and examine transcriptional profiles in the context of molecular networks [2]. It is well-accepted that genes that are controlled by the same set of transcription factors or are involved in the same biological processes tend to have similar expression profiles [3]. This principle is known as guilt-by-association and represents the basis for the reconstruction of gene networks using RNA sequencing data. These networks, commonly called gene coexpression networks, are undirected graphs where nodes correspond to genes and edges represent pairwise expression similarities.

Gene coexpression networks can be used for different purposes. One popular application consists in the characterization of the topology of the reconstructed network and examination of interesting nodes and coexpression structures. This single network analysis focuses on the mechanisms allowing the identification of transcription factors (hub genes), the functional annotation of unknown genes, i.e., the association of genes of unknown function with well-described biological processes, and the detection of transcriptional regulatory programs [4]. Another application consists of evaluating gene coexpression networks but across conditions. Here, the term condition is very broad and can refer to different tissues, different developmental stages, or even different treatments. This application, commonly known as differential network analysis, focuses on determining changes in the topology of the networks across conditions. For instance, it is possible to examine whether connections or subnetworks defined under normal conditions (control group) are reproducible and preserved in the testing group (treatment group) [5]. In this scenario, differences in the topology of these two networks would indicate that coexpression patterns were significantly perturbed by the treatment. Note that expression similarities (coexpression) hint common regulatory mechanisms (coregulation), and hence, changes in the network might indicate that the treatment has disrupted coregulation mechanisms, functional links and biological processes. Undoubtedly, this shift in focus from differentially expressed genes to differentially connected genes provides more holistic insights about gene regulation.

It is well-documented that different intrauterine insults can induce permanent changes to the structure, physiology, and metabolism of the offspring. This phenomenon has been termed fetal programming and may have lasting or lifelong consequences [6]. Maternal nutrition is considered a major intrauterine environmental factor and it is now known that maternal nutritional status during pregnancy can induce remarkable effects on fetal development [7]. There is growing evidence that maternal nutrition can alter epigenetic marks of the fetal genome, such as DNA methylation [8]. Indeed, this link between maternal nutrition and subsequent modification of fetal epigenome, including changes in gene expression, is one of the molecular mechanisms proposed to explain the phenomenon of fetal programming [9].

The main objective of this study was to assess whether maternal nutrition in beef cattle can disrupt gene coexpression patterns in the offspring. Maternal nutritional treatments consisted of control or methionine-rich diets offered during periconceptional and early gestation periods. Both muscle transcriptome and methylome of bull beef calves were evaluated using next generation sequencing. Note that DNA methylation depends on the availability of methyl donors, such as methionine, and hence, we hypothesized that maternal methionine supplementation could alter the fetal epigenome, which in turn could induce significant changes in the topology of gene networks.

## Results

### RNA-sequencing analysis

The RNA-sequencing of the muscle transcriptome yielded about 50 million paired-end reads per sample. 

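Longissimus dorsi muscle RNA was sequenced from 19 bull calves at 1 month of age, 9 born to cows on the control diet and 10 born to cows on the methionine-rich diet. The methionine diet provided 3.7 g per head per day of rumen-protected methionine from day -30 to day 90 relative to the start of the breeding season. The authors trimmed the reads, mapped them to ARS-UCD1.2 and counted reads per annotated gene with htseq-count, and the deposited values are whole-number counts per Ensembl gene in each calf, without normalization. The total count per calf ranged from 49077786 to 83994792 in the control calves, with a median of 68181956. In the methionine calves it ranged from 52672118 to 88539777, with a median of 75160964. The difference in mean total count between the diets, -8.09e+06 counts for control minus methionine, was within the spread between calves (two-sided exact permutation test, p = 0.122). The paper's own depth, the raw reads in Additional file 1, ranged from 34371634 to 63709070 with a median of 52973290, and the values given here rest on the counts. Between 15055 and 16863 genes per calf had at least 1 count, and the 25 genes with the highest mean count held from 34.5% to 43.7% of the counts of a calf. Across genes, the log counts of the 81 pairs of calves on the same diet correlated at 0.873 to 0.944, no pair had identical counts, and each calf was used as a separate sample. Neither the sample labels nor the paper gives a sequencing batch.

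**Figure D1:**
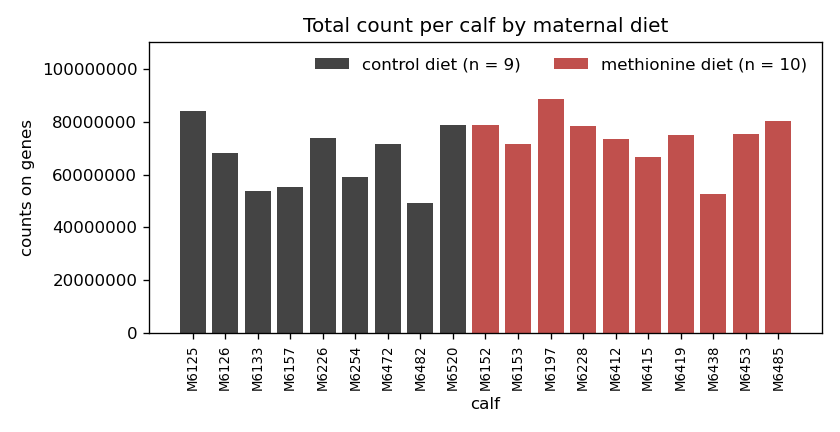
Total count on genes (number of counts, y-axis) of each calf (x-axis), with 1 bar per calf coloured by maternal diet. The 9 control calves have a median of 68181956 counts and the 10 methionine calves a median of 75160964, and the ranges overlap.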

Roughly 87% of the reads were mapped to the ARS-UCD1.2 bovine genome assembly using the software Hisat2 (see Additional File 1). 

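Of the genes in the files, 20726 had a count in at least 1 of the 19 calves. The 25 genes with the highest mean count over all calves were removed first, since the paper gives the number of abundant genes and the gene families but not the list. Genes with 5 or fewer counts in at least 9 calves, genes without any count included, were removed next. This left 14518 genes. The choice that moved this number most was leaving out the filter on low counts, which kept 20701 genes. The files list genes by Ensembl identifier and the tables used here paired 0 of these identifiers with a gene symbol, so the myosins, tropomyosins and troponins were not looked up by name.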

After removing highly abundant genes (such as myosins, tropomyosins, and troponins) and lowly expressed genes (genes with 5 or less read counts in at least 9 biological replicates), a total of 12,786 genes were retained for the network analysis.

### Network construction and module identification

We first characterized the muscle transcriptome under normal conditions. As such, the inference of the gene coexpression network and subsequent module identification was performed using only samples derived from the maternal control diet. A total of 7034 genes with high across-sample expression variance were included in this network analysis. 

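From the retained genes, the 50% with the highest variance over the 19 calves were taken, which gave 7259 genes. Variance was computed on log2 CPM, the counts of a gene relative to the library size of the calf, after TMM normalization with a prior count of 2, a scale chosen because the paper names TMM but not the scale. Selecting the top 50% in each diet and taking the union gave 8496 genes. Of the 1934 genes that the readable part of Additional file 6 lists with a module, 415 were among the 7259 genes on the log2 scale and 1862 on the linear scale.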

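In the 9 control calves, the unsigned adjacency between 2 genes was the absolute Pearson correlation raised to the power of 24, and the connectivity of a gene was the sum of its adjacencies. The mean connectivity over the network genes was 4.52, and the scale-free fitting index over 10 bins of connectivity was 0.842. Counts not scaled for library size, an alternative chosen after the data were examined, moved the mean connectivity most, to 30.8 (from 28.6 to 57.6 with each control calf left out), and of the others run on all 9 control calves linear TMM CPM moved it most, to 6.95. On the log2 TMM scale with each control calf left out in turn, the mean connectivity was between 8.36 and 9.28 and the fitting index between 0.754 and 0.872. Absolute correlations tend to be higher with fewer calves, so this rise does not point to particular calves.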

A soft-threshold equal to 24 was derived from the high scale-free fitting index (*R*^2^ ≥ 0.8; Fig. 1a), resulting in a mean connectivity equal to 31.45 (Fig. 1b). A total of 147 preliminary modules were detected using a dynamic tree cut process, and after merging highly correlated modules (Pearson’s correlation ≥ 0.8; Fig. 1c), a total of 14 modules, including the background set (grey module) were retained for subsequent analysis (Fig. 2a).

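Hierarchical clustering of the topological overlap among the network genes of the control calves was repeated from the counts with a re-implementation of the hybrid tree cut (minimum module size 20, deepSplit 2). The paper's text does not give these settings. The tree cut gave 166 preliminary modules, and merging modules whose eigengenes correlated at 0.8 or more left 98 modules. They held from 23 to 428 genes, with a median of 50, and 44 genes remained unassigned. Counts not scaled for library size moved the number of modules most, to 25, merging at 0.9 gave 161 modules, and deepSplit 1 gave 48.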

**Fig. 1:**
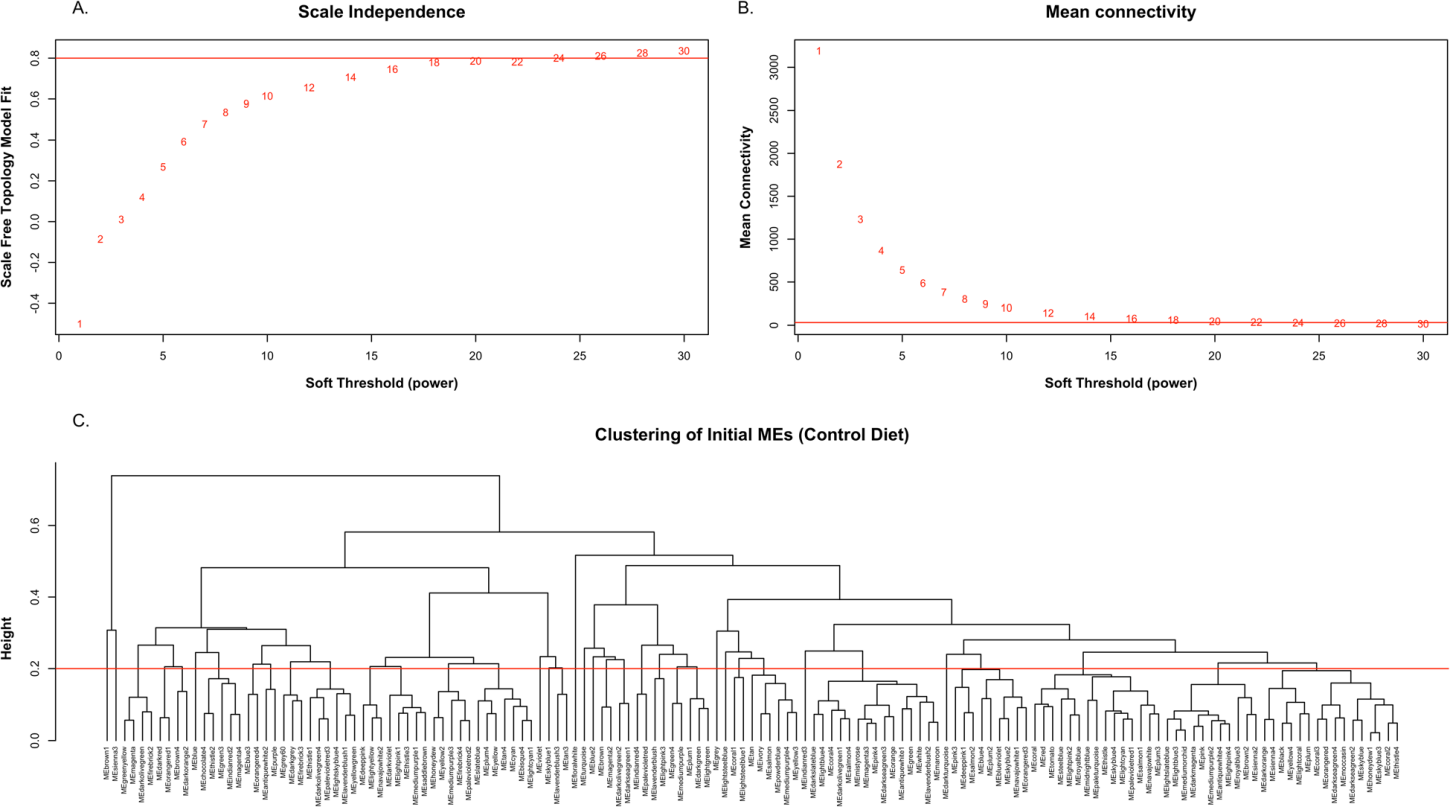
Network topology for various soft-thresholding powers. **a** Scale-free topology fitting index (y-axis) as function of the soft-thresholding power (x-axis). **b** Mean connectivity (y-axis) as function of the soft-thresholding power (x-axis). **c** Tree plot of initial module eigengenes (MEs) in the maternal control diet using soft threshold = 24

**Fig. 2:**
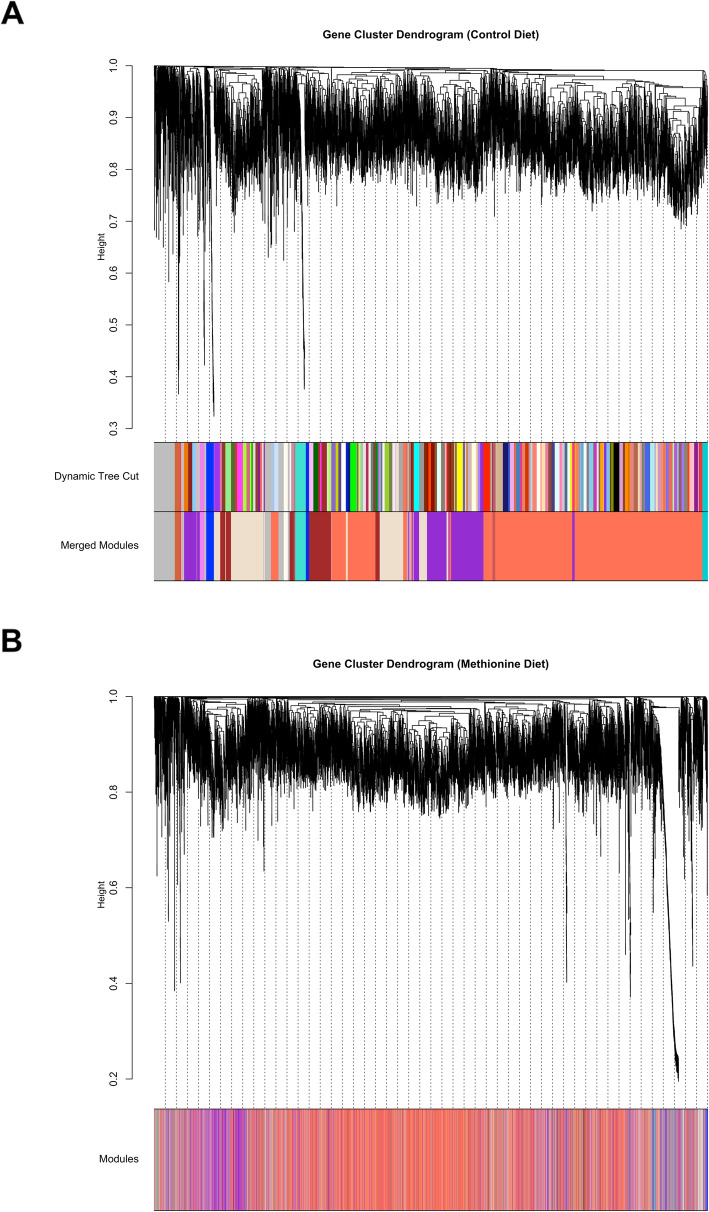
Gene coexpression networks. **a** Gene cluster dendrogram in the maternal control diet. A total of 147 preliminary modules were detected using a dynamic tree cut process, and after merging highly correlated modules (correlation ≥0.8), a total of 14 modules were retained for subsequent analysis. **b** Gene cluster dendrogram in the maternal methionine diet. Changes in the structure of gene coexpression networks between maternal diets were evaluated using a permutation test

### Module preservation

After we characterized the muscle transcriptome in the control diet, we investigated the impact of the nutritional treatment (maternal methionine supplementation) on gene coexpression patterns. As such, we compared the structure of coexpression networks between control and methionine diets to identify changes in the topology (Fig. 2b). These changes were evaluated using a permutation test with 2000 iterations. Twelve module preservation statistics were calculated for each of the 14 modules previously identified in the control diet (see Additional File 2). A total of six modules were considered as unpreserved (*Z*_*summary*_ ≤ 2), five modules were considered as preserved with weak to moderate evidence of preservation (2 < *Z*_*summary*_ ≤ 10), and finally two modules showed strong evidence of preservation (*Z*_*summary*_ > 10) (Fig. 3). 

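The preservation of the 13 modules other than grey was recomputed from the counts with the paper's module assignments, for the 1934 genes whose assignment could be read, grey genes left out. These are part of each module, and their labels were permuted among the listed genes 2000 times, so the values below rest on fewer genes than the paper's. They were computed on log2 TMM CPM, and the scale may also differ from the paper's. Across the 1934 genes, the rank correlation with the paper's total connectivity was 0.292 on this scale. It was 0.9898 on counts not scaled for library size. Zdensity was the median of 4 density statistics, Zconnectivity the median of 3 connectivity statistics, and Zsummary their mean. Zsummary was highest in darkviolet (3.91, 290 listed genes), followed by blue (2.91, 27 genes) and antiquewhite2 (2.48, 260 genes). The other 10 modules had a Zsummary of 2 or less. It was 1.86 in coral1 (969 genes), 1.51 in blue2 (13 genes), 1.07 in brown (143 genes) and 0.871 in violet (13 genes). It was 0.256 in brown1 (7 genes) and 0.185 in darkturquoise (22 genes). The lowest values were -0.00834 in floralwhite (11 genes), -0.110 in indianred3 (7 genes), -0.192 in turquoise (30 genes) and -0.195 in sienna3 (14 genes). Leaving out each of the 19 calves in turn gave a spread (SD) of Zsummary between 0.126 for turquoise and 1.02 for darkviolet. It gave between 9 and 11 modules at 2 or less. Such fits share most of their calves, so this SD understates the variation between sets of calves. Permuting the labels among all network genes instead moved the number of modules at 2 or less most, to 7. In 100 splits of the 19 calves into 9 and 10, the real division included, 24 gave at least 10 such modules. The median over the splits was 9, so the number says little about the diet.

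**Figure D2:**
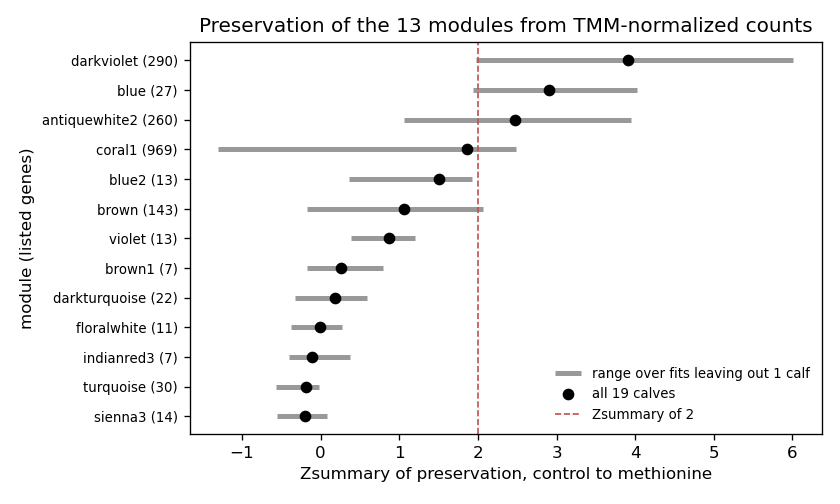
Zsummary of preservation from the control to the methionine calves (x-axis) for each of the 13 modules (y-axis, listed genes in brackets). Points use all 19 calves, bars span the 19 fits that each left out 1 calf, and the dashed line marks a Zsummary of 2. The bars of darkviolet, blue, antiquewhite2, coral1 and brown cross the line.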

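Of the 98 modules detected anew in the control calves, 88 had a Zsummary of 2 or less in the methionine calves (200 permutations of the gene labels), and 1 had a Zsummary above the paper's limit for strong evidence. The median Zsummary was 0.185, with a range from -1.30 to 16.7. With each methionine calf left out in turn, between 86 and 90 of the modules had a Zsummary of 2 or less. With unscaled counts 23 of 25 modules did, and with linear TMM CPM 51 of 73.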

Overall, the six unpreserved modules were considered as gene coexpression modules or subnetworks that were significantly perturbed by the maternal methionine diet.

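The modules the paper calls unpreserved are antiquewhite2, blue2, brown1, darkturquoise, floralwhite and violet. The strength of coexpression among their listed genes was measured as the mean absolute Pearson correlation over all pairs of genes, from log2 TMM CPM. It was 0.412 in the control calves and 0.309 in the methionine calves for antiquewhite2, and 0.708 and 0.403 for blue2. It was 0.573 and 0.269 for brown1, and 0.553 and 0.292 for darkturquoise. For floralwhite it was 0.488 and 0.306, and for violet 0.648 and 0.345. Over all 1806 listed genes outside grey, it was 0.334 in the control calves and 0.301 in the methionine calves. The modules the paper calls preserved were also lower in the methionine calves. It was 0.590 and 0.308 for sienna3, 0.545 and 0.296 for turquoise, and 0.580 and 0.380 for blue. For darkviolet it was 0.429 and 0.319, for indianred3 0.468 and 0.405, for brown 0.374 and 0.311, and for coral1 0.344 and 0.308. The mean absolute correlation also tends to be higher with fewer calves, and the control group had 9 against 10. In the methionine calves, floralwhite rose from 0.306 to between 0.313 and 0.343 without any one calf other than M6419. Without M6419 it was 0.286. The modules were also defined in the control calves, which favours a lower value on the other diet. The listed gene with the highest membership in violet in the control calves was ENSBTAG00000001745, whose correlation with the eigengene was 0.934 in the control calves and -0.0773 in the methionine calves. It was chosen as the highest in the control calves, so the same limit holds for it. Its level was 32.4 ± 17.2 CPM (SD, n = 9) in the control calves and 23.5 ± 11.9 (SD, n = 10) in the methionine calves, a difference smaller than the SD, and 1 control calf reached 76.2. Without that calf, the mean absolute correlation among the listed genes of violet in the control calves was 0.373. Likewise, it was 0.321 in turquoise without control calf M6520 and 0.341 in blue without control calf M6126. From a Zsummary of 2 or less in its permutation test, the paper considers its unpreserved modules to be subnetworks that the maternal methionine diet perturbed.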

**Fig. 3:**
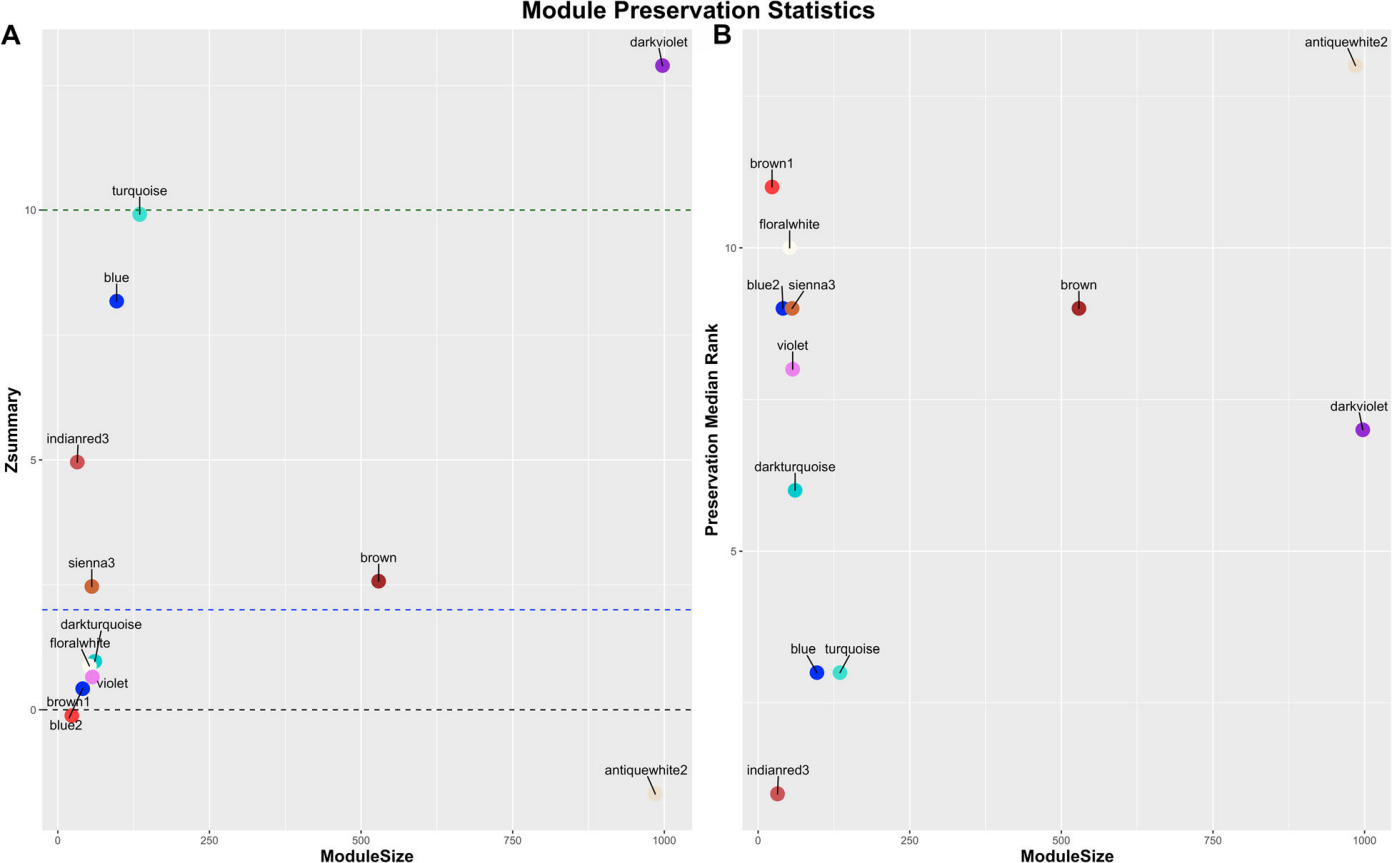
Permutation-based composite preservation statistics. **a** Summary statistics *Z*_*summary*_ (y-axis) as function of module size (number of genes). Non-preserved modules, i.e. subnetworks significantly perturbed by maternal nutrition, were identified using *Z*_*summary*_≤ 2. **b** Summary statistics *medianRank* (y-axis) as function of module size (number of genes). High median rank values suggest strong evidence of perturbation

### Module characterization

The six unpreserved modules were further investigated to reveal their functional roles and gain insights about the biological processes that were impacted by maternal methionine supplementation. This functional characterization was performed using a Fisher’s exact test, a hypergeometric-based overrepresentation test commonly used to evaluate 2 × 2 contingency tables. Six different biological databases were evaluated, including Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), Reactome, InterPro, Medical Subject Headings (MeSH), and Molecular Signatures Database (MSigDB). Figure 4 shows the functional characterization for *antiquewhite2*, the most perturbated module. 

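For the 260 listed genes of antiquewhite2, Zdensity was 4.30 and Zconnectivity 0.656 in the comparison of control with methionine calves. Its Zsummary had an SD of 0.635 over the 19 fits that each left out 1 calf, with a range from 1.06 to 3.95, and was 8.44 with labels permuted among all network genes. With counts not scaled for library size, chosen after the data were examined, it was -2.90. The listed gene with the highest membership in the control calves was ENSBTAG00000001521, whose correlation with the eigengene was 0.961 in the control calves and 0.319 in the methionine calves. The paper's membership for this gene in the control diet is 0.923. Being the highest in the control calves favours a lower correlation on the other diet. Its level was 411 ± 79.8 CPM (SD, n = 9) in the control calves and 368 ± 47.5 (SD, n = 10) in the methionine calves, and the deposited counts were between 9524 and 23314 per calf. This difference was within the spread between calves (log2 fold change -0.16, standard error 0.107, adjusted p = 0.994 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 14518 genes).

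**Figure D3:**
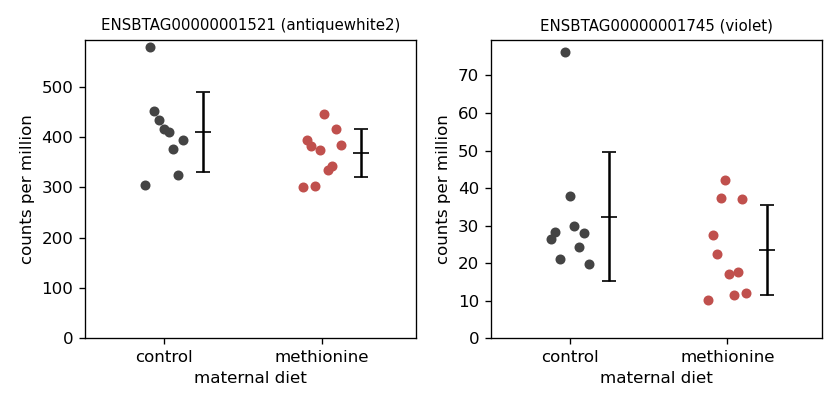
CPM (y-axis) of the listed gene with the highest membership in antiquewhite2 (left) and in violet (right) for each calf, by maternal diet (x-axis). Points are calves, and the bars beside them give the mean and SD. In the right panel 1 control calf lies at 76.2, above the other control calves, which lie between 19.7 and 37.9.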

Interestingly, our analysis revealed that genes in this unpreserved module are closely related to (i) myogenesis, adipogenesis, and fibrogenesis, (ii) ribosome structure, (iii) rRNA binding and processing, (iv) mitochondrial activities, (v) ATP synthesis, and (vi) NAD(P) H oxidoreductases. Moreover, genes in the module *violet* are implicated in the regulation of canonical Wnt signaling pathway, a signal transduction pathway that is involved in different embryonic processes, such as cell fate specification, cell proliferation, and cell migration. Additional File 3 reports the full list of significant functional terms, including term ID, term name, total number of genes in the module, and Fisher’s *P*-value.

**Fig. 4:**
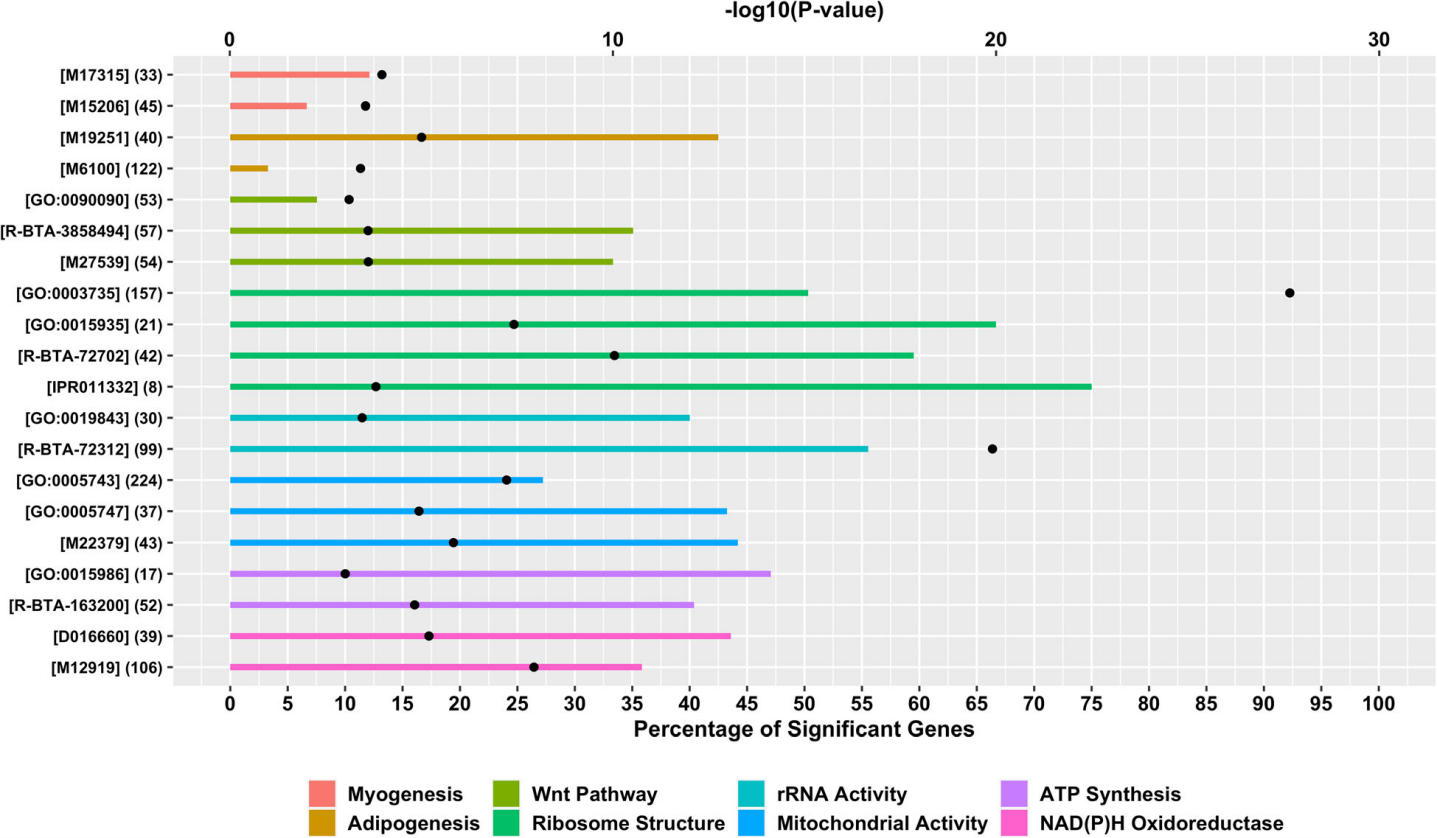
Functional characterization of non-preserved modules. Six gene annotation databases were analyzed: Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), Medical Subject Headings (MeSH), InterPro, Reactome and Molecular Signatures Database (MSigDB). The y-axis displays the term ID and the total number of genes in each functional term. The black dots represent the significance of enrichment (Fisher’s exact test, −log_10_ *P*-value, top x-axis) and the bars represent the percentage of significant genes in each functional term (bottom x-axis)

### DNA methylation analysis

Whole-genome bisulfite sequencing produced roughly 350 M paired-end reads per sample. The software Bismark was used to map the reads to the ARS-UCD1.2 bovine genome assembly, yielding a 70% mapping rate (see Additional File 1). A total of 5,136,556 cytosines (CpG context) were evaluated (read coverage ≥ 8), and 101,094 were identified as differentially methylated between maternal diets (methylation change ≥ 20%, q-value ≤ 0.10). Based on the ARS-UCD1.2 annotation file, cytosines were classified as (i) within a gene (gene body: exons and introns), (ii) within the regulatory region (5.5 kb upstream the gene), or (iii) located in an intergenic region. As results, we targeted a total of 25,491 genes annotated in the cow genome that had at least one evaluated cytosine (either gene body or regulatory region), and 10,247 of the 25,491 had at least one differentially methylated cytosine. Of interest, a total of 6735 of the 7034 genes used in the network analysis had methylation data. Additional File 4 reports the DNA methylation results, including gene ID and number of cytosines per genomic region. Additional File 5 reports the full list of differentially methylated cytosines and the corresponding genomic regions.

### DNA methylation and module preservation

We investigated if there were significant differences in DNA methylation between genes in preserved and unpreserved modules. For each gene, we calculated the methylation level as differentially methylated cytosines divided by all the cytosines evaluated. We calculated the methylation level either for the gene body or the regulatory region. Notably, the distribution of methylation level in the gene body was significantly different in genes located in unpreserved modules (*n* = 1146) compared to genes in preserved modules (*n* = 5589) (Kolmogorov-Smirnov test, *P*-value ≤ 0.01, Fig. 5). We observed the same result if only transcription factors are considered. On the other hand, there was no difference in the distribution of methylation level in the regulatory region between preserved or unpreserved modules, neither for all genes nor for only transcription factors.

**Fig. 5:**
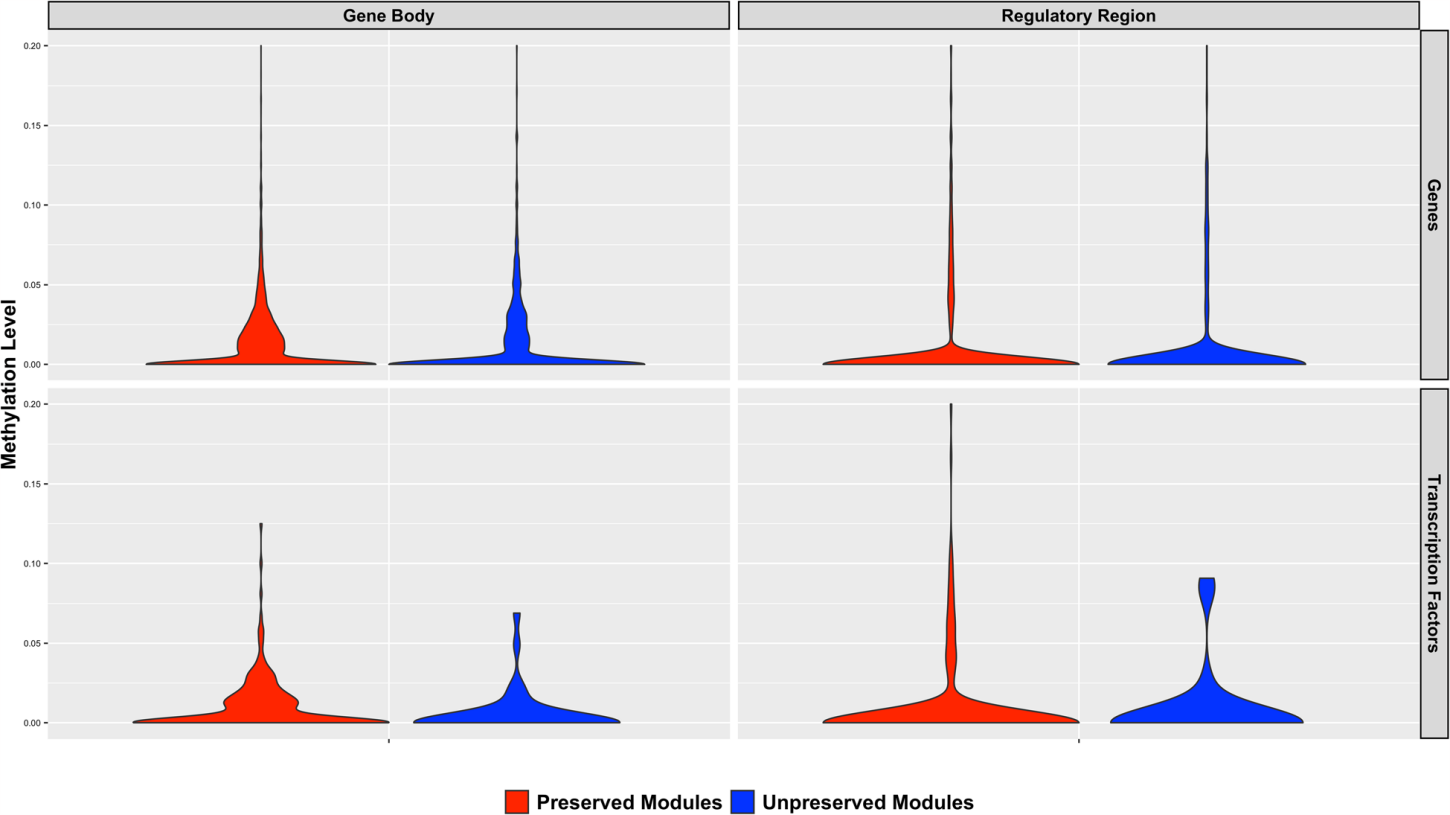
Comparison of methylation levels between preserved and unpreserved modules. Methylation level was calculated as differentially methylated cytosines divided by all the cytosines evaluated. For each gene, including transcription factors, methylation level was evaluated in the regulatory region (transcription start site, promoter and upstream region) and also inside the gene body (exons and introns). The distribution of methylation level in the gene body was different in genes located in unpreserved modules compared to genes in preserved modules (Kolmogorov-Smirnov test, *P*-value ≤ 0.01)

### DNA methylation and network properties

We also investigated the relationship between DNA methylation and three different gene network properties, namely differential coexpression score, module membership, and intramodular connectivity. Interestingly, for those genes located in preserved modules, we found a negative relationship between methylation level and intramodular connectivity, considering either the gene body (regression coefficient *β* = −0.23, *P*-value = 0.009, Fig. 6) or the regulatory region (regression coefficient *β* = −0.10, *P*-value = 0.013, Fig. 6). Contrary, there was no relationship (*P*-value > 0.05) between methylation level and intramodular connectivity for genes in unpreserved modules. Moreover, a significant negative relationship was found between methylation level in the regulatory region and module membership (regression coefficient *β* = −0.02, *P*-value = 0.048), but again only for genes in preserved modules. Additional File 6 reports methylation levels and network properties for all the genes evaluated.

**Fig. 6:**
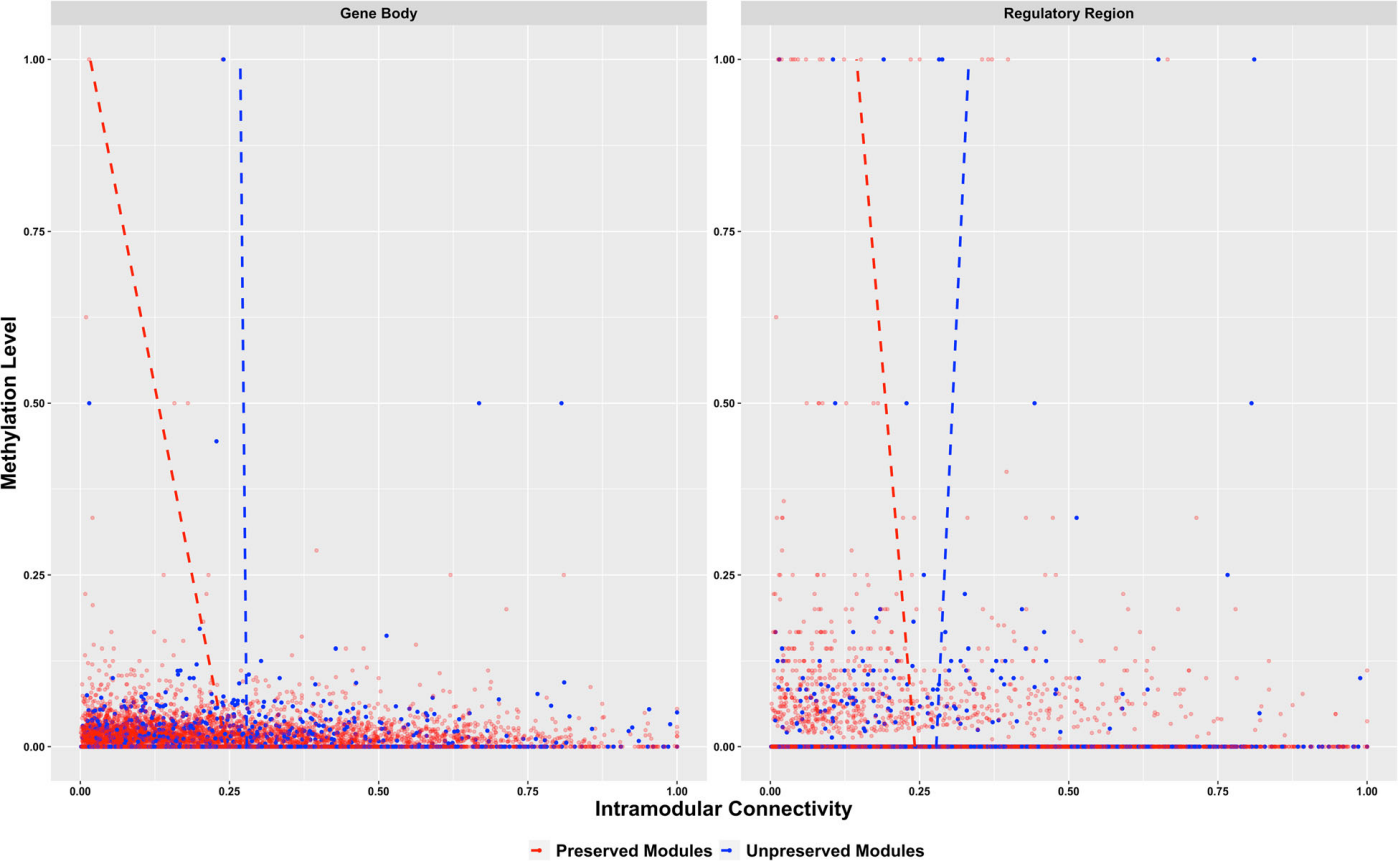
Relationship between methylation level and intramodular connectivity. Methylation level was calculated as differentially methylated cytosines divided by all the cytosines evaluated. For each gene, methylation level was evaluated in the regulatory region (transcription start site, promoter and upstream region) and also inside the gene body (exons and introns). Regressions in preserved modules (red) were significant (*P*-value ≤ 0.05)

## Discussion

Global coexpression network analysis provides a powerful approach to uncover the molecular basis of phenotypic variation. Gene coexpression networks are typically used to infer and annotate gene functions, prioritize candidate regulatory genes, and reveal transcriptional regulatory mechanisms. Lately, there has been greater emphasis on the use of network analysis to elucidate the changes in gene expression patterns in response to changes in experimental conditions or environmental insults. The present study was specially designed to reveal structural changes in gene coexpression networks due to a maternal methionine-rich diet. Maternal nutrition represents a major intrauterine environmental insult that can induce permanent changes in the offspring. Here, we evaluated gene coexpression networks in the muscle of bull beef calves gestated under a control or methionine-rich diet, we functionally characterized the subnetworks altered by maternal methionine supplementation, and we investigated the link between network perturbation and DNA methylation. Our results provide evidence that maternal nutrition can significantly perturb gene coexpression patterns in the offspring, and some of these changes might be mediated by alterations in DNA methylation.

Maternal methionine supplementation significantly disturbed gene coexpression patterns in the offspring’s muscle. In fact, following the methodology proposed by Langfelder and collaborators [5], we identified six modules or subnetworks that significantly changed between experimental conditions. This permutation-based method basically evaluates if the two most important aspects of module topology, namely density and connectivity, are preserved between a reference condition and a test condition. Here, we found that neither the connection strength nor the connectivity pattern of these six subnetworks detected in the control diet were preserved in the methionine-rich diet. There is growing evidence that certain intrauterine insults impact gene coexpression patterns, which in turn may alter fetal development programming. For instance, Deyssenroth et al. [10] reported that alterations in gene coexpression networks in human placenta are associated with abnormal fetal growth and development. Lombardo et al. [11] showed that maternal immune activation via infection during pregnancy disrupts fetal brain gene coexpression networks, and this disruption is associated with an increased risk for autism spectrum disorder. Recently, we reported that exposure to gossypol in utero and during lactation altered the development and gene expression of the testicles, including a significant perturbation of coexpression patterns among spermatogenesis-related genes [12]. Overall, our findings provide further evidence that intrauterine insults, such as diet, not only can change gene expression but also alter coexpression patterns, which in turn suggests alterations in coexpression mechanisms.

The functional characterization revealed that some of the unpreserved modules are directly implicated in myogenesis, adipogenesis, and fibrogenesis. Notably, it is well-documented that maternal nutrition alters fetal skeletal muscle development by interfering with these three important processes [13]. For instance, Zhu and collaborators have shown that nutrient deficiency in ruminants from early to mid-gestation negatively impacts myogenesis, reducing muscle fiber number and also muscle mass [14, 15]. In addition, Tong and collaborators have reported that maternal overnutrition enhances adipogenesis in fetal skeletal muscle [16, 17]. Similarly, Du et al. [13] reported that maternal undernutrition with supplementation of ruminal bypass protein from day 60 to day 180 of gestation significantly affect adipogenesis, changing marbling scores of steer progeny. Moreover, pigs with reduced birth weight due to malnutrition in utero have greater content of collagen in their skeletal muscle [18]. Note that myogenesis, adipogenesis and fibrogenesis are vital aspects of muscle physiology, directly impacting lean muscle mass, marbling and also collagen content, and hence, any disturbances in these processes may have long-term consequences, impacting muscle growth and meat quality.

We also found unpreserved subnetworks related to regulation of canonical Wnt/β-catenin pathway. By acting through autocrine and/or paracrine mechanisms, the Wnt family of secreted glycoproteins affects different aspects of cell physiology, such as cell proliferation, cell differentiation or maintenance of precursor cells [19, 20]. Interestingly, in skeletal muscle, β-catenin regulates the expression of two transcription factor, namely *PAX3* and *GLI*, which are essential for skeletal myogenesis [21, 22]. Indeed, some studies have shown that blocking the β-catenin pathway reduces the total number of myocytes [23, 24]. Shang and colleagues showed that the upregulation of Wnt signaling promotes myogenesis, whereas downregulation of this pathway promotes adipogenesis [25]. Moreover, we identified terms related to basic cell structures/functions, including ribosome structure, rRNA binding and processing, mitochondrial activities, ATP synthesis and NAD(P) H oxidoreductases. Notably, previous studies have shown that these cell activities can be affected by maternal nutrient restrictions. For instance, Peñagaricano et al. [26] reported that maternal diets significantly impact functional terms closely related to ribosome in fetal muscle. Moreover, Mayeur et al. [27] found that maternal undernutrition induces placental mitochondrial abnormalities and reduced ATP level in mice offspring. Similarly, Zhu et al. [14] found that maternal nutrient restriction can induce downregulation of key enzymes involved in mitochondrial function in offspring’s muscle.

The exact mechanisms by which maternal diet can affect gene coexpression patterns in the offspring are not yet known. Here, we examined the hypothesis that changes in DNA methylation cause changes in the topology of gene networks. Nearly 2% of all the evaluated cytosines in a CpG context were found to be differentially methylated between maternal diets. Notably, we found significant differences in the level of gene body methylation between genes in preserved modules versus genes in unpreserved modules. The same trend was observed when only transcription factors were considered. Despite the function of DNA methylation in regulatory regions is well-known, the role of DNA methylation within the gene is not yet well understood. Some studies have suggested that DNA methylation in gene body might be involved in the regulation of alternative splicing [28, 29]. Of special interest, Saha et al. [30] reported that the regulation of alternative splicing is coordinated across functionally related genes. Therefore, changes in DNA methylation might cause changes in isoform expression, which in turn can alter gene coexpression patterns. Moreover, changes in DNA methylation also altered subnetwork properties. Indeed, in preserved modules, there was a clear negative relationship between methylation level and intramodular connectivity, i.e., more methylation, less connectivity, that is, less gene activity. Notably, this functional relationship completely disappeared in unpreserved modules. Overall, our findings suggest that maternal methionine supplementation may induce changes in the offspring epigenome, such as changes in DNA methylation, which in turn alter coexpression patterns and gene network properties.

## Conclusions

Our study has shown that maternal nutrition levels during preconception and early pregnancy can significantly impact gene coexpression patterns in the offspring. Some of the perturbed gene functions are directly implicated in the development of skeletal muscle, such as myogenesis, adipogenesis, and Wnt/β-catenin pathway. Notably, some of the changes in gene coexpression patterns are associated with changes in DNA methylation. To the best of our knowledge, this is the first study that investigates the link between maternal nutrition, DNA methylation and gene coexpression networks. Our findings suggest that maternal nutrition perturbs gene coexpression patterns, and these alterations are in part mediated by changes in the epigenome.

## Methods

### Ethics statement

All the animal procedures used in this study were approved by the Institutional Animal Care and Use Committee (IACUC #2014408583) of the University of Florida. All experiments were performed in accordance with relevant guidelines and regulations.

### Animals and experimental design

Brangus-Angus crossbred beef cows from the University of Florida Range Cattle Research and Education Center (Ona, Florida, US) were assigned to one of two nutritional treatments from days − 30 to + 90 relative to the beginning of the breeding season. These treatments consisted of a control diet based on limpograss hay (*Hemarthria altissima*) supplemented with molasses and urea (22% crude protein, 1.7 kg per head per day) and a methionine-rich diet equal to the control diet but supplemented with 10 g per head per day of MetaSmart Liquid (Adisseo, Alpharetta, GA) providing 3.7 g per head per day of rumen-protected methionine. Longissimus dorsi muscle samples were collected from 20 bull calves, 10 per maternal diet, at 1 month of age. After sampling, the bull calves were released. Maternal diets did not affect birth or weaning weight, but altered post weaning calf growth performance, calves derived from the methionine-rich diet had greater average daily gain (0.985 kg vs 0.810, *P*-value = 0.043) and also greater gain-to-feed ratio (0.191 vs 0.159, *P*-value = 0.025) post weaning.

### RNA extraction, library preparation and sequencing

Total RNA was extracted using Qiagen RNeasy Mini kit. RNA yield and quality were evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies, Inc.). RNA-sequencing libraries were prepared from 50 ng RNA samples using a poly(A) capture method and then sequenced using Illumina’s HiSeq 3000 at the University of Florida. A total of 19 muscle samples from 19 bull calves derived from 9 control and 10 methionine-rich maternal diets were successfully processed and sequenced, and hence used for subsequent RNA-sequencing analyses. RNA-sequencing data can be accessed by NCBI GEO with the accession number GSE116974.

### RNA-seq quality control and mapping

The quality of the sequencing reads was evaluated using the software FastQC (v0.11.7, Babraham Bioinformatics, UK). Adaptor removal and trimming were conducted with Trim Galore (version 0.4.4, Babraham Bioinformatics, UK) using the following parameters: --paired, −-clip_R1 10, −-clip_R2 10, −-three_prime_clip_R1 10, −-three_prime_clip_R2 10, and --length 20. The resulting paired-end sequencing reads were mapped to the latest bovine reference genome (ARS-UCD1.2) using the software Hisat2 (v2.1.0) [31].

### Read counting, processing and normalization

Number of reads that mapped to each annotated gene in the bovine GTF file was obtained using the python script *htseq-count* (v0.6.1p1) using the option *intersection-nonempty* [32]. Both highly abundant genes (*n* = 25 genes, such as myosins, tropomyosins, and troponins) and lowly expressed genes (read counts ≤ 5 in at least 9 biological replicates) were removed from the raw expression data and not included in subsequent analyses. After data processing, read counts were normalized using the trimmed mean of M-values (TMM) normalization method available in the *R* package edgeR (v3.14) [33].

### Gene coexpression network construction

Genes with high expression variance across samples (top 50%) were used for network modeling. The *R* package WGCNA (v1.69) was used for network construction [34, 35]. First, an unsigned adjacency matrix was constructed based on pairwise Pearson correlation coefficients using the function *adjacency*. This adjacency matrix was then remodeled as Topological Overlap Matrix (TOM) using the function *TOMsimilarity*. The TOM-based dissimilarity matrix, simply defined as *dissTOM* = (1 – *TOM*), was used as pairwise distance matrix for hierarchical clustering. Note that genes in the same cluster share strong interconnections, and they might define modules or subnetworks. Module detection was performed by cutting the branches of the clustering dendrogram using the function *cutreeDynamic*. Genes that could not be assigned to any module were considered as background genes (grey module) and were not included in subsequent module preservation analyses. For each module, the variable module *eigengene* (ME) was calculated as the first principal component of the module expression data. Modules detected in the dynamic cutting process were merged if their eigengene values were highly correlated (Pearson correlation ≥ 0.8). The module membership was calculated using the function *signedKME*, where the expression profile of each gene was correlated with the module eigengene in order to quantify how connected a gene was to a given module.

### Module preservation

The function *modulePreservation* implemented in the *R* package WGCNA was used to evaluate the preservation of each module (subnetwork) across conditions, i.e. between maternal control and maternal methionine-rich diets. A total of 12 different module preservation statistics were investigated using a permutation test with 2000 resamples. These 12 different preservation statistics were combined in two composite preservation significance scores, namely *Z*_*density*_ and *Z*_*connectivity*_. Finally, *Z*_*summary*_ was computed as the mean of *Z*_*density*_ and *Z*_*connectivity*_, representing the general preservation status of a given module across the two experimental conditions [5]. In addition, an alternative module-size-independent statistic *medianRank* was also calculated to assess module preservation. This rank-based statistic is defined as the mean of observed median ranks for individual connectivity and density preservation statistics in each module, and thus modules with low median rank values are considered as preserved between conditions/treatments. Finally, following Langfelder and colleagues, an unpreserved module was defined as a module with *Z*_*summary*_≤ 2 and *medianRank* greater than half of the total number of the modules detected [5].

### Module characterization

The functional characterization of the unpreserved modules was performed using a Fisher’s exact test, a test of proportions based on the cumulative hypergeometric distribution. Genes within each unpreserved module were scrutinized using six different databases, including *Gene Ontology* (GO) [36], *KEGG* [37], *Interpro* [38], *Reactome* [39], *Medical Subject Headings* (MeSH) [40] and *Molecular Signatures Database* (MSigDB) [41]. This over-representation analysis, i.e., evaluate whether a given biological pathway, molecular function or functional term is enriched or overrepresented with genes in the unpreserved module, was performed using the *R* package *EnrichKit* (https://github.com/liulihe954/EnrichKit).

### DNA extraction, library preparation and sequencing

Total DNA was extracted from muscle samples for whole-genome bisulfite sequencing analysis. Extraction, library construction, bisulfite treatment and sequencing were performed by Novogene Bioinformatics Technology Co., Ltd. (Beijing, China). Libraries were sequenced with Illumina’s HiSeq 3000 using 150-bp paired-end reads. A total of 16 muscle samples from 16 bull calves derived from 7 control and 9 methionine-rich maternal diets were successfully processed and sequenced, and hence used for subsequent bisulfite-sequencing analyses. Whole-genome bisulfite sequencing data can be accessed by NCBI GEO with the accession number GSE117194.

### Bisulfite-seq quality control and mapping

The quality of the sequencing reads was evaluated using the software FastQC (v0.11.7, Babraham Bioinformatics, UK). Adaptor removal and trimming was performed when needed using the software Trim Galore (v0.4.4, Babraham Bioinformatics, UK). After quality control and processing, the resulting paired-end sequencing reads were aligned to ARS-UCD1.2 bovine reference genome using the software Bismark (v0.17.0, Babraham Bioinformatics, UK) [42]. The tool *deduplicate_bismark* was used to remove duplicate read alignments. Methylation calls were performed using Bismark *methylation extractor* (v0.17.0, Babraham Bioinformatics) using the following parameters: --paired-end, −-comprehensive, −-bedGraph, and --cytosine_report [42].

### Differentially methylated cytosines and genes

Differential methylation between maternal diets was analyzed using a logistic regression implemented in the *R* package Methylkit (v1.0.0) [43]. Only cytosines with read coverage equal or greater than 8 in a CpG context were evaluated. Differentially methylated cytosines were defined as those having methylation percentage changes between treatments greater than 20% and q-values ≤0.10. The software *Rgmatch* was used to match the cytosines to different gene features, such as transcription start site, exons, introns, and upstream regions [44]. In addition, we defined methylation level as the ratio of differentially methylated cytosines to all the cytosines evaluated in a given region. For each gene, we calculated the methylation level for the regulatory region (transcription start site, promoter and upstream region) and also inside the gene body (exons and introns).

## Supplementary information

**Additional file 1.** Mapping Stats.xlsx: Summary of sequencing read alignments to the reference genome for both RNA-Sequencing and Whole-Genome Bisulfite-Sequencing.

**Additional file 2.** Module Preservation Stats.xlsx: Summary of composite and individual module preservation statistics.

**Additional file 3.** Overrepresentation Summary.xlsx: List of significant functional terms.

**Additional file 4.** Gene CpG Count by Region.xlsx: Count of cytosines (CpG context) evaluated in each of the six genomic regions per gene.

**Additional file 5.** Associations of Differentially Methylated CpGs.xlsx: List of differentially methylated cytosines.

**Additional file 6.** Gene Methylation level and Network Properties Measurements.xlsx: Summary of statistics at gene level including differential coexpression score, connectivity, module eigengenes, count of differentially methylated cytosines and methylation levels.

## Data Availability

Bisulfite-Seq (GSE117194) and RNA-Seq (GSE116974) data are available on NCBI GEO with accession number (SuperSeries) GSE117195. The ARS-UCD1.2 bovine reference genome is available on Ensembl: ftp://ftp.ensembl.org/pub/release-101/fasta/bos_taurus/dna/.

## Abbreviations

GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
ME: Module eigengene
MeSH: Medical Subject Headings (MeSH)
MSigDB: Molecular Signatures Database
RNA-seq: RNA-sequencing
TMM: Trimmed mean of M-values
TOM: Topological Overlap Matrix

How the deposited data were processed for this re-analysis (not part of the article)

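RNA-sequencing counts of longissimus dorsi muscle from 19 bull calves were analysed, 9 from the control diet and 10 from the methionine diet, with the diet of each calf taken from the sample labels and checked against the group sizes in the paper. The authors trimmed the reads with Trim Galore, mapped them with Hisat2 to ARS-UCD1.2 and counted reads per gene with htseq-count, and the deposited values are raw counts, 1 library per calf. The paper's data availability statement links an Ensembl release of the genome sequence, and its methods describe the annotation used for counting as the bovine GTF file. No depth or quality filter was applied to calves. Files of the bisulfite sequencing were not used here. The paper's module assignments, membership, connectivity and preservation values, and its methylation values per gene, were read from Additional files as the paper's values, and the part of the module list that could be read holds 1934 genes.

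The total count per calf was between 49077786 and 88539777. Counts per read that the paper reports as mapped were between 1.49 and 1.73. The error given for a gene named is the SD between calves.

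The 25 genes with the highest mean count and genes with 5 or fewer counts in at least 9 calves were removed. Counts were normalized by TMM in edgeR 4.0.16 and taken as log2 CPM with a prior count of 2. The top 50% of genes by variance formed the network, with an unsigned adjacency at power 24, topological overlap, average linkage, a tree cut with minimum module size 20 and deepSplit 2, and merging at an eigengene correlation of 0.8. WGCNA was not used here, so the tree cut and the preservation statistics were re-implemented in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. On simulated data of 2000 genes with 8 planted modules, 8 modules were found, and at least 98% of each planted module was recovered. The planted preserved modules had Zsummary of 10.5 or more and the unpreserved ones -2.13 or less. The planted modules held 40 to 300 strongly correlated genes. Many of the paper's modules have fewer listed genes and weaker correlations, so the simulation does not test the statistic for those. Preservation used 2000 permutations of gene labels for the paper's modules and 200 for modules detected here.

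Expression was compared between diets with edgeR's quasi-likelihood test in R 4.3.3 on 14518 genes, with DESeq2 1.42.0 as an alternative and, as a covariate in another alternative, a surrogate variable from sva 3.50.0. The package limma 3.58.1 was loaded by edgeR. On simulated counts for 14518 genes, edgeR's test recovered 59 of 100 genes changed by a fold of 2 and 76 of 100 changed by a fold of 4, and called 3 unchanged genes. Significance was an adjusted p-value under 0.05 by Benjamini-Hochberg.

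Splits of the 19 calves into 9 and 10 were compared with the real division by diet, 100 for expression, 100 for the paper's modules with 200 permutations each and 60 for modules detected anew in each split. The real division is 1 of the splits in each number, and the others were drawn at random. Correlations across calves had exact permutation tests over all pairings. The alternatives tried were the scale and normalization of the counts, Spearman correlation, the gene filters, the power, a signed network, module size, deepSplit and merging limits, the set of genes among which labels were permuted, DESeq2, a surrogate variable, and leaving out each calf. Counts without scaling for library size, and a doubled low-count limit, were added after the data were examined.

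Genes named were those with the highest membership in antiquewhite2 and violet in the control calves and, for expression, the gene with the smallest p in each direction. The files and the tables used here paired 0 identifiers with a symbol. For that reason the genes the paper names, cytosolic ribosomal protein genes, and checks by cell type, gene length or GC content were not analysed here.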

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

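The tests in this part were chosen after the outlying calves were seen. In 38 groups of 9 or 10 calves examined for a calf far from the others, 7 had one. For independent groups of normal values, 1.9 would arise by chance. The groups include 13 eigengenes per diet, and the violet eigengene and its gene share a flagged calf. They are not independent, so 7 against 1.9 does not establish an excess. Each value given as a gap is how far the calf lies beyond the most extreme of the other calves on its side, divided by the range of the group, and it is negative where another calf lies further out.

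Counts per read that the paper reports as mapped were 1.49 in control calf M6226 against 1.56 to 1.62 in the other control calves (gap 0.536). They were 1.73 in methionine calf M6412 against 1.52 to 1.63 in the other methionine calves (gap 0.478). If the number of mapped reads in the denominator were the source, the calves would not stand out relative to raw reads. Relative to raw reads, neither calf was the extreme of its diet, with gaps of -0.350 for M6226 and -0.164 for M6412. The paper's mapping percentages were 89.6 for M6226 and 82.3 for M6412. Relative to raw reads, the values also carry the mapping percentages of the other calves, from 80.02 to 88.3 in the control calves other than M6226, which widen the range. M6226, with the highest mapping percentage of the control calves, had 1.34 counts per raw read, below the control median of 1.38. M6412, with the lowest of the methionine calves, had 1.420, above the methionine median of 1.408. Both values lay within the range of the other calves, so the number of mapped reads remains a possible explanation for either calf. The comparison does not settle it, since a wider range could hide a calf with few or many counts. The design gives no biological explanation for either calf.

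ENSBTAG00000001745, the gene with the highest membership in violet, had 76.2 CPM in control calf M6157 against 19.7 to 37.9 in the other control calves (gap 0.679). The eigengene of violet also had its extreme in M6157 (gap 0.686), with 0.897 against -0.265 to 0.0994 in the others. Without M6157, the mean absolute correlation among the 13 listed genes of violet in the control calves fell from 0.648 to 0.373, above 81.0% of 10000 random sets of 13 listed genes. Without any one of the 8 other control calves it stayed between 0.657 and 0.696. The coexpression of these genes in the control diet may therefore rest on 1 calf, and whether that calf differed for a technical or a biological reason was not tested.

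The eigengene of turquoise had its extreme in control calf M6520 (gap 0.857) and that of blue in control calf M6126 (gap 0.573). Without M6520, the mean absolute correlation among the listed genes of turquoise was 0.321, above 2.59% of random sets of the same size, and without any other control calf it was between 0.566 and 0.596. Without M6126, that of blue was 0.341, above 49.7% of random sets, and without any other control calf it was between 0.575 and 0.630. A single control calf is a candidate explanation for the coexpression within both modules. The calf removed was in each case the one with the largest weight in the eigengene, which favours a drop.

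The eigengene of floralwhite had its extreme in methionine calf M6419 (gap 0.576), with -0.824 against -0.166 to 0.318 in the others. The mean absolute correlation among its 11 listed genes in the methionine calves was 0.306, above 59.7% of random sets, and 0.286 without M6419, above 17.1%. Without any one of the 9 other methionine calves it was between 0.313 and 0.343. These genes were not above 95% of the random sets even with M6419. Leaving out the calf with the largest weight favours a drop, so this comparison cannot tell what M6419 contributed. No biological explanation was tested for these calves, since the design gives no difference between calves of the same diet.

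Across all 13 modules, the largest share of an eigengene held by 1 control calf was between 24.1% and 87.2%, with a median of 47.2% and 6 modules above 50%, where an even share is 11.1%. The mean share was 50.7% in the modules with a recomputed Zsummary of 2 or less and 55.9% in the others (two-sided exact permutation test over modules, p = 0.727). By this test the weight of a single calf did not separate the modules by preservation.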

How the results depend on the processing

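Counts not scaled for library size and a doubled low-count limit were chosen after the data were examined, and the other alternatives were set before. The cause of the changes below was not tested.

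Linear TMM CPM moved the mean connectivity from 4.52 to 6.95 and the scale-free index from 0.842 to 0.901. It moved the detected modules with Zsummary of 2 or less from 88 of 98 to 51 of 73. Spearman correlation gave a mean connectivity of 5.89 and an index of 0.706, the union of the variable genes of each diet 5.48 and 0.920, and the filter on a low count in any calf an index of 0.943. Leaving out each control calf gave a mean connectivity from 8.36 to 9.28 and an index from 0.754 to 0.872. Absolute correlations tend to be higher with fewer calves, so a mean connectivity above 4.52 in every such fit does not point to particular calves.

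The number of modules detected and of those with Zsummary of 2 or less was 60 and 50 with minimum module size 30, 48 and 38 with deepSplit 1, and 161 and 136 with merging at 0.9, against 98 and 88. Of the other alternatives, Spearman correlation, power 12 and the union of variable genes kept both counts within 1.5 times, and leaving out each methionine calf gave from 86 to 90 modules with Zsummary of 2 or less.

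The number of the paper's modules with Zsummary of 2 or less was 10, between 7 and 12 under all alternatives and from 9 to 11 when each calf was left out. The Zsummary of antiquewhite2, 2.48, was 2.56 with linear counts or Spearman correlation, 3.34 with DESeq2's size factors and 8.44 with labels permuted among all network genes. Leaving out each calf moved it from 1.06 to 3.95, and 4 of these fits put it at 2 or less.

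With counts not scaled for library size, the mean connectivity was 30.8, the index 0.801, the detected modules 25, of which 23 had Zsummary of 2 or less, and the Zsummary of antiquewhite2 reversed to -2.90.

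No gene had an adjusted p-value under 0.05 between diets, with 719 at an unadjusted p under 0.05. DESeq2 gave 7 genes, and leaving out each calf gave 0 to 1. The 2 genes named for their p passed the threshold with DESeq2 and with no other alternative. The other results under an alternative, 96 for main results and 46 for named genes, stayed within the following limits. Gene and module counts stayed within 1.5 times, values with a threshold kept their direction and side of it, and the remaining values moved by less than the spread. A value that kept its side could still move far. The Zsummary of antiquewhite2 did, from 2.48 to 8.44 with labels permuted among all network genes. The retained genes were 14518, and 12332 to 20701 under the alternatives.

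Tests of cytosolic ribosomal protein genes in antiquewhite2, with their 2 alternatives, were not run, since 0 identifiers had a symbol.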

Differences from the paper's values

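The mean connectivity at power 24 was 4.52 against the paper's 31.45. None of the alternatives set before the data were examined closed the gap, and with counts not scaled for library size, chosen after seeing the values, it was 30.8, and from 28.6 to 57.6 with each control calf left out. The number of modules after merging, background included, was 99 against the paper's 14, and none of the alternatives closed this gap, the added one included.

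Of the 13 modules, 10 had a Zsummary of 2 or less against the paper's 6. A signed adjacency gave 9, labels permuted among all network genes gave 7, and leaving out M6157, M6472, M6482, M6520, M6412, M6415 or M6453 gave 9, which are within 1.5 times the paper's number. The other alternatives set before the data were examined did not close the gap. With labels permuted among all network genes, antiquewhite2 (8.44) and blue2 (2.23), which the paper calls unpreserved, lay above 2. A closer number there did not mean the same modules. Those network genes were chosen by variance on log2 TMM CPM and held 415 of the 1934 listed genes before the listed ones were added. They may differ from the paper's network.

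The recomputed Zsummary rests on the listed genes of each module. The spread used for the comparison was the SD over the 19 fits that each left out 1 calf. These fits share most of their calves, so this SD understates the variation between sets of calves. Over 100 splits of the calves, the Zsummary of antiquewhite2 ran from 0.0429 to 6.83. A gap beyond the SD can therefore still lie within that variation. For antiquewhite2 the Zsummary was 2.48 against the paper's -1.68, for blue 2.91 against the paper's 8.18 and for coral1 1.86 against the paper's 12.5. For darkviolet it was 3.91 against the paper's 12.9, for darkturquoise 0.185 against the paper's 0.971 and for floralwhite -0.00834 against the paper's 0.881. For indianred3 it was -0.110 against the paper's 4.96, for sienna3 -0.195 against the paper's 2.47 and for turquoise -0.192 against the paper's 9.92. None of the alternatives set before the data were examined, nor the added one, closed the gap for these 9 modules. Labels permuted among all network genes narrowed it for all of them but antiquewhite2, which moved away, to 8.44. Among those narrowed, coral1 reached 7.01, darkviolet 7.29 and blue 4.19.

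For blue2 the Zsummary was 1.51 against the paper's 0.424, and without M6419 it was 0.359. For brown it was 1.07 against the paper's 2.57, and without M6412 it was 2.06. For brown1 it was 0.256 against the paper's -0.117, without M6415 it was -0.176, and with counts not scaled for library size, chosen after seeing the values, it was -0.228. For violet it was 0.871 against the paper's 0.659, and with linear TMM CPM, or without M6482, M6415 or M6485, it was 0.825, 0.738, 0.646 and 0.740. The other alternatives did not close the gap for these modules.

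The paper names antiquewhite2 as the most perturbed module. In the recomputed values the Zsummary of antiquewhite2, 2.48, was above that of 10 other modules. Sienna3 (-0.195) and turquoise (-0.192) were lower by more than its SD over the fits leaving out 1 calf, 0.635. That SD understates the variation between sets of calves, since the fits share most of their calves. Sienna3 and turquoise have 14 and 30 listed genes against 260. Of 100 random subsets of 13 genes of darkviolet, 98 had a Zsummary of 2 or less. The order may therefore reflect the number of listed genes, and it does not settle which module was most perturbed. With counts not scaled for library size, chosen after seeing the values, antiquewhite2 at -2.90 was the lowest of the modules the paper calls unpreserved, and turquoise, at -3.36, was lower. With labels permuted among all network genes, set before the data were examined, antiquewhite2 at 8.44 was the highest of the 13 modules. The next was darkviolet at 7.29.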

Other observations

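Of the tests in this part, those on unscaled counts, library size, module size, and even and odd counts were chosen after the results they explain were seen, and the splits of the calves and the methylation test were set before. The module size test was reworded after trial Zsummary values had been seen and before its subsets were drawn.

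The splits counted here include the real division by diet, and the others were drawn at random. In 24 of 100 splits of the 19 calves into 9 and 10, at least 10 of the paper's modules had a Zsummary of 2 or less, with a median of 9 modules and a range from 6 to 12. The Zsummary of antiquewhite2, 2.56 with the 200 permutations used in the splits, was as low in 26 of 100 splits, whose median was 3.44. With modules detected anew in each of 60 splits, 10 splits gave at least 88 modules with a Zsummary of 2 or less, with a median of 81 and a range from 61 to 98. As a percentage of the modules, the real value of 89.8% was reached in 4 of 60 splits. The number of unpreserved modules was not set apart from other divisions of the calves, and with a median of 9 of 13 modules over the splits the first count has little room to differ, so it says little about the diet.

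Module size was tested with darkviolet, the module with the highest recomputed Zsummary (3.91). Of 100 random subsets of 13 of its 290 listed genes, the listed size of violet, 98 had a Zsummary of 2 or less, with a median of 0.663 and a range from -0.915 to 2.36. A low Zsummary of a small set of listed genes may therefore reflect its size.

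The paper's connectivity and membership values were compared with values recomputed on 4 scales, across 1934 listed genes, which are not independent replicates. From counts not scaled for library size, the rank correlation with the paper's total connectivity was 0.9898 and the median correlation with its membership over 13 modules was 0.988. From log2 TMM CPM these were 0.292 and 0.740, from linear TMM CPM 0.281 and 0.764, and from unscaled log2 counts 0.859 and 0.960. The mean connectivity of the listed genes was 32.5 in the paper, 32.4 from unscaled counts and 6.41 from log2 TMM CPM. Of the 1934 listed genes, 1929 were in the top 50% by variance of unscaled counts. As a hypothesis, the paper's network may have been built from counts without a correction for library size. The match did not extend to the recomputed preservation values as a whole. These rest on part of each module, with labels permuted among the listed genes, unlike the paper's. They therefore cannot count for or against the hypothesis. On unscaled counts, 12 of the 13 modules had a Zsummary of 2 or less against 10 on log2 TMM CPM and the paper's 6. The Zsummary of blue (-1.96), turquoise (-3.36) and darkviolet (0.246) lay further from the paper's 8.18, 9.92 and 12.9 than on log2 TMM CPM. So did that of brown, darkturquoise, floralwhite, indianred3, sienna3 and violet. That of antiquewhite2 (-2.90) and coral1 (6.93) lay closer to the paper's -1.68 and 12.5, and that of blue2 and brown1 also lay closer. Further scalings were tried while looking for the match, the paper's methods name TMM, and other explanations of the match were not tested.

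From unscaled counts, the eigengenes of the 13 modules were compared with the total count of the 9 control calves, with exact permutation tests and Benjamini-Hochberg adjustment over the 13 modules. For coral1, Pearson's r was 0.860 (exact permutation p = 0.00316, adjusted p = 0.0205) and Spearman's rho 0.90 (exact permutation p = 0.00203, adjusted p = 0.00879). Without the 2 calves farthest from the median total count, r was 0.699. For antiquewhite2, r was 0.710 (exact permutation p = 0.0301, adjusted p = 0.0652), rho was 0.733 (exact permutation p = 0.0311, adjusted p = 0.0674) and r without the 2 farthest calves was 0.587, so this relation failed the adjustment. For brown, r was 0.916 (exact permutation p = 0.000761, adjusted p = 0.00989), rho was 0.933 (exact permutation p = 0.00075, adjusted p = 0.00487) and r without the 2 farthest calves was 0.967. For turquoise, r was 0.707 (exact permutation p = 0.0107, adjusted p = 0.0349), rho was 0.95 (exact permutation p = 0.000353, adjusted p = 0.00459) and r without the 2 farthest calves was 0.739. For indianred3, r was 0.701 (exact permutation p = 0.0107, adjusted p = 0.0349), rho was 0.817 (exact permutation p = 0.0108, adjusted p = 0.0350) and r without the 2 farthest calves was 0.454. For blue2, r was 0.752 (exact permutation p = 0.0235, adjusted p = 0.0610), rho was 0.683 (exact permutation p = 0.0503, adjusted p = 0.0818) and r without the 2 farthest calves was 0.717. Of the 13 modules, 12 had a positive r, and 4 had an adjusted p-value of r under 0.05, which are brown, coral1, turquoise and indianred3. The r of turquoise and indianred3 was lower than that of blue2 and antiquewhite2, which failed the adjustment. With log2 TMM CPM, the lowest adjusted p was 0.883. In turquoise and indianred3, 1 calf held 75.0% and 76.5% of the eigengene on unscaled counts, which weighs on r more than on rho. With log2 TMM CPM, the mean absolute correlation in the control calves was 0.545 in turquoise and 0.468 in indianred3. It was 0.374 in brown, 0.344 in coral1 and 0.334 over all listed genes. Without M6520, that of turquoise was 0.321, above 2.59% of random sets. The variance held by the eigengene in the control calves fell from unscaled counts to log2 TMM CPM in each of these modules. It fell from 76.9% to 57.2% in turquoise, 84.3% to 55.1% in indianred3, 64.8% to 35.3% in brown and 65.0% to 30.9% in coral1. A difference in library size is a candidate explanation for part of the coexpression in brown and coral1 on unscaled counts. These values do not settle it for turquoise and indianred3. On unscaled counts the Zsummary of antiquewhite2 was -2.99 with 200 permutations, and 5 of 100 splits gave one as low, with a median of 0.000835. The number of modules with a Zsummary of 2 or less was 12, reached in 56 of 100 splits, with a median of 12. The modules were defined in the control calves of the real division, which favours a low Zsummary for that division.

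Expression level was not compared in the paper. No gene had an adjusted p-value under 0.05 between the diets with edgeR's quasi-likelihood test, with 719 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.261. As many genes, that is 0 or more, were found in 100 of 100 splits of the calves, the real one included, an outcome a count of 0 settles in advance. At an unadjusted p under 0.05, 39 of 100 splits gave at least 719 genes, with a median of 641. DESeq2 gave 7 genes, 6 higher and 1 lower in the methionine calves. By edgeR's p, the first gene among those higher was ENSBTAG00000011465 (log2 fold change 0.88, standard error 0.173, adjusted p = 0.330 with edgeR and 0.00127 with DESeq2), above the control mean in 10 of 10 methionine calves. Among those lower it was ENSBTAG00000000899 (log2 fold change -0.95, standard error 0.174, adjusted p = 0.261 with edgeR and 0.000722 with DESeq2), below the control mean in 10 of 10 methionine calves. Its level was 4.03 to 6.90 CPM in the control calves and 1.84 to 4.01 in the methionine calves. With each calf left out, the log2 fold changes stayed between 0.80 and 0.98 and between -1.01 and -0.89.

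Total counts exceeded the reads the paper reports as mapped, with a median of 1.602 counts per mapped read. With each mate of a read pair counted on its own, even counts would be more frequent than odd ones. Even counts from 4 to 20 outnumbered their odd neighbours at 9 of 9 even counts, by a ratio of 1.23 to 1.45. Counting of both mates may account for this excess, in which case the counts carry fewer independent fragments than their totals.

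The paper's methylation values were read for 760 listed genes outside grey, 140 in modules it calls unpreserved and 620 in preserved ones. The Kolmogorov-Smirnov distance between the 2 sets of gene body levels was 0.223 (permutation test, 100000 resamples, p = 4.0e-05). The unpreserved genes had a median of 40 evaluated cytosines and the preserved genes 122, and the level was 0 in 62.9% and 41.8% of them. When genes were permuted only within 10 groups of similar cytosine number, p was 0.106. The number of cytosines evaluated per gene is a candidate explanation for the difference among these listed genes, which are part of each module.

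In the paper's Additional file 2, the module darkturquoise, called unpreserved, has a medianRank of 6. The paper's rule asks for a rank above 7, which is met by 5 of the 6 modules.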
